# Histone acetyltransferase and Polo-like kinase 3 inhibitors prevent rat galactose-induced cataract

**DOI:** 10.1038/s41598-019-56414-x

**Published:** 2019-12-27

**Authors:** Fumito Kanada, Yoshihiro Takamura, Seiji Miyake, Kazuma Kamata, Mayumi Inami, Masaru Inatani, Masaya Oki

**Keywords:** Epigenetics, Transcription

## Abstract

Diabetic cataracts can occur at an early age, causing visual impairment or blindness. The detailed molecular mechanisms of diabetic cataract formation remain incompletely understood, and there is no well-documented prophylactic agent. Galactose-fed rats and *ex vivo* treatment of lenses with galactose are used as models of diabetic cataract. To assess the role of histone acetyltransferases, we conducted cataract prevention screening with known histone acetyltransferase (HAT) inhibitors. *Ex vivo* treatment with a HAT inhibitor strongly inhibited the formation of lens turbidity in high-galactose conditions, while addition of a histone deacetylase (HDAC) inhibitor aggravated turbidity. We conducted a microarray to identify genes differentially regulated by HATs and HDACs, leading to discovery of a novel cataract causative factor, Plk3. *Plk3* mRNA levels correlated with the degree of turbidity, and Plk3 inhibition alleviated galactose-induced cataract formation. These findings indicate that epigenetically controlled Plk3 influences cataract formation. Our results demonstrate a novel approach for prevention of diabetic cataract using HAT and Plk3 inhibitors.

## Introduction

Most cataracts are age-related, and nearly 100% of people develop cataracts by 80 years of age^1^. Diabetes is also a major cause of cataracts, and patients with diabetes develop cataracts earlier and approximately five times more frequently^2^. As the global incidence of diabetes continues to increase, the incidence of diabetic cataracts will increase and become a major cause of early-onset visual impairment. The only available cataract treatment is surgical removal of the crystalline lens and replacement with a intraocular lens, but this approach is associated with significant adverse effects, and is not available in remote locations. Therefore, extending the time to required lens replacement is clinically desirable, but there are currently no known pharmacological interventions for diabetic cataract^3^.

Increased intracellular osmotic pressure due to accumulation of polyol and lens epithelial cell (LEC) apoptosis are major contributing pathologies of diabetic cataract. High intracellular osmotic pressure promotes lens turbidity by increasing cellular swelling and subsequent lens cortex degradation^4,5^, which can be prevented by inhibiting polyol accumulation using aldose reductase inhibitors^6^. On the other hand, addition of hydrogen peroxide to induce LEC apoptosis also causes cortical cataracts and ultimate collapse of the lens cortex^7^. Prior studies have also demonstrated that polyol accumulation increases LEC apoptosis, suggesting that these factors are interrelated^8^. Although the cellular events contributing to diabetic cataract formation have been reported^4–6,8^, the detailed molecular mechanisms for these events remain incompletely understood. Elucidating the molecular events of cataract formation is important to identify therapeutic interventions to prevent or delay diabetic cataract formation.

DNA sequence-independent gene expression regulation mechanisms, collectively known as epigenetics, regulate diverse physiological and pathological phenomena, and epigenetic regulators may therefore be viable therapeutic targets for many disease processes^9^. Epigenetic modifications are regulated in part by DNA methylation and posttranslational histone modification, both of which can either repress or promote gene transcription^10^. In age-related cataract, hypermethylation-mediated transcriptional repression of the antioxidant enzyme *Gstm3* promoter region has been confirmed and may contribute to cataract formation^11^. In diabetic cataract, the antioxidant inhibitor *Keap1* is transcriptionally activated by hypomethylation of the promoter region^12^. Further, methylation rates of *Cryaa*, *Ercc6*, and *Ogg1* are also changed in cataracts^13–15^. Additionally, posttranslational histone modification, especially by acetylation, may also be associated with cataract formation. Generally, histone acetyltransferase relaxes the chromatin structure through histone acetylation, increasing expression of neighboring genes. HATs are classified according to functional roles and structural features, including Pcaf and Gcn5 in the GNAT family, Tip60 and Moz in the MIST family, and p300 and Cbp in the p300/Cbp family^16^. Several prior studies investigated the relationship between histone acetylation and other types of cataract formation. UV exposure is a known risk for cataracts, and UV-B irradiation of LECs induces histone deacetylation^14^. Rong *et al*. reported that when the rabbit lens was treated with the HAT inhibitor anacardic acid, white turbidity formed on the lens surface^17^. Moreover, this turbidity did not form when anacardic acid and the histone deacetylase (HDAC) inhibitor Trichostatin A (TSA) were applied in co-treatment. Tgf-β induced cataracts in rats also causes lens surface turbidity, which is similarly inhibited by TSA^18,19^. These reports suggest that epigenetic modifications are involved in cataract formation, and that preventing these modifications suppresses cataract formation. However, the roles of epigenetic modifications in diabetic cataract are unknown.

In the present study, to evaluate the preventive effects of HAT and HDAC inhibitors in rat diabetic-like cataracts, *ex vivo* lens turbidity was induced by incubation in galactose-containing media. We then evaluated whether HDAC/HAT inhibitors affected lens turbidity in this model. Subsequently, we used microarray analysis of rat lenses ± HAT/HDAC inhibitors to identify the target gene *Plk3*, which contributes to galactose-induced cataract formation. These results identified a novel mechanism of HAT regulation of glycated cataract through Plk3.

## Results

### HAT inhibitors prevent diabetic-like cataracts

We initially investigated the effect of HDAC inhibitors on lens turbidity to assess the role of histone acetylation in diabetic-like cataract formation. The rat crystalline lens was cultured in galactose-containing medium as a diabetic cataract model (Fig. 1a). The galactose cataract model is suitable for inhibitor screening because cataract formation occurs rapidly and reliably. When lenses were cultured in medium containing 30 mM galactose for 4 days, cortical cataract formation occurred, and was further increased by addition of the HDAC inhibitor TSA (Fig. 1b). This suggested a relationship between histone acetylation and lens turbidity, prompting us to next determine the effect of HAT inhibitors on cataract formation. We tested 26 different inhibitors targeting various HATs (Table 1)^20–31^, and found that 16 of the 26 tested inhibitors decreased cataract formation (Supplementary Fig. S1). The HAT inhibitors embelin and ECGC are slightly cloudy, but we determined that these inhibitors prevented cataract formation because lens turbidity was significantly reduced compared with the vehicle control. Interestingly, specific inhibitors such as TH1834 (Tip60), Embelin (Pcaf), CPTH2 (Gcn5), and C646 (p300) had similar efficacies. However, some HAT inhibitors were ineffective (Supplementary Fig. S2). To observe the inside of the lens, a section was prepared and stained with hematoxylin and eosin. In the vehicle control (Ctrl) lens exposed to galactose, numerous vacuoles were found in the equator, and the cortex was largely collapsed (Fig. 1c). On the other hand, the p300 inhibitor C646 almost completely prevented tissue collapse and maintained normal lens tissue (Fig. 1c).

**Figure 1:**
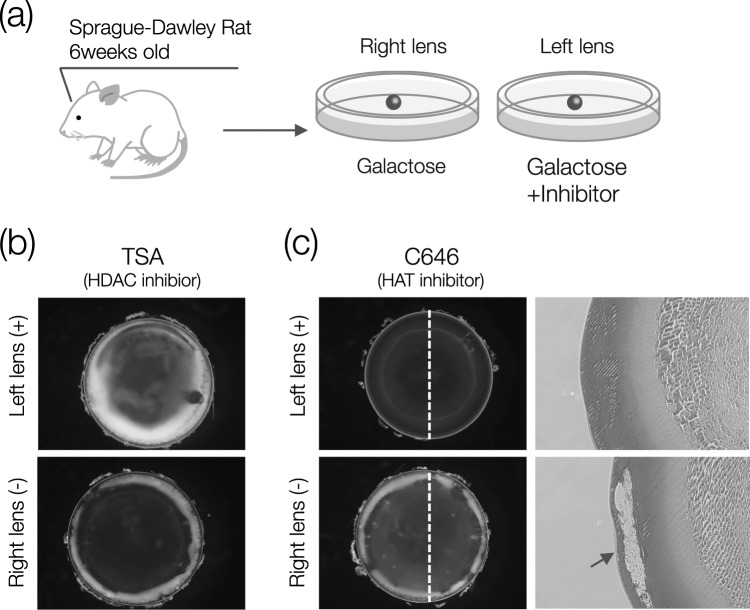
HAT inhibition alleviates galactose-induced cataract formation. (**a**) Diagram of *ex vivo* experiment. The inhibitor was added to the left lens (with the right lens serving as a Ctrl) and incubated for 4 days in medium containing 30 mM galactose. (**b**) Representative photomicrograph of lenses on Day 4 after addition of 0.8 μM TSA or vehicle. (**c**) Representative histological photographs of lenses at 40 μM C646 (Day 4). Lenses tissue sections cut in the direction of the broken line were stained with hematoxylin-eosin. Only the right lens (Ctrl group) shows large vacuoles, indicated by arrows.

**Table 1:** HAT inhibitor list.

Name	Target	Place of purchase	Concentraion	Prevent effect	Source
CTK7A	p300/PCAF	EMD Millipore (USA)	100 μM	○	(20)
Garcinol	p300/PCAF	Abcam (UK)	2 μM	○	(20,21)
Anacardic Acid	p300/PCAF	Abcam (UK)	20 μM	○	(20,21)
MG149	TIP60/MOZ	Selleck Chemicals (USA)	50 μM	○	(22)
C646	p300	Sigma Aldrich (USA)	40 μM	○	(20,21)
CPTH2	GCN5	Cayman Chemical (USA)	80 μM	○	(23)
gallic acid	HAT	Sigma Aldrich (USA)	100 μM	○	(24)
(−)-Epigallocatechin gallate (ECGC)	HAT	Wako (Japan)	50 μM	○	(20,21)
EML425	p300/CBP	Tocris (UK)	200 μM	○	(20)
ISOX DUAL	CBP/BRD4	Sigma Aldrich (USA)	20 μM	○	(25)
Plumbagin	p300	Sigma Aldrich (USA)	2 μM	○	(20,21)
TH1834	TIP60	Axon Medchem (Netherlands)	50 μM	○	(20)
windorphen	HAT	Sigma Aldrich (USA)	40 μM	○	(26)
Remodelin	NAT10	Cayman Chemical (USA)	40 μM	○	(27)
Embelin	PCAF	Abcam (UK)	40 μM	○	(20)
CBP30	p300	Cayman Chemical (USA)	5 μM	○	(20)
Curcumin	p300/CBP	Abcam (UK)	40 μM	×	(20,21)
2,6-bis((e)-3-bromo-4-hydroxybenzylidene) cyclohexan (HAT inhibitor)	p300	Abcam (UK)	40 μM	×	(28)
Epigenetic Multiple Ligand	p300/CBP	Santa Cruz (USA)	50 μM	×	(29)
NU9056	TIP60	Santa Cruz (USA)	100 μM	×	(30)
Butyrolactone 3 (MB-3)	GCN5	Abcam (UK)	200 μM	×	(20,21)
L002	p300/CBP	Cayman Chemical (USA)	10 μM	×	(20)
SPV106	p300/CBP	Sigma Aldrich (USA)	50 μM	×	(31)
Chetomin	HIF1a/p300 complex	Cayman Chemical(USA)	50 nM	×	(21)
Ischemin	p300/CBP	Tocris (UK)	100 μM	×	(20,21)
KG501(Naphthol AS-E phosphate)	p300/CBP	Sigma-Aldrich (USA)	50 μM	×	(21)

The list summarizes the prophylactic effect of 26 HAT inhibitors. Concentration indicates the concentration of the drug used.

To quantitatively evaluate lens opacity, the average value of the brightness of the entire lens was calculated from the micrograph. We used C646 as a representative HAT inhibitor and TSA as an HDAC inhibitor, and measured turbidity daily on Days 1–4 of incubation. The Ctrl group, incubated in normal medium, did not change from Day 1 to Day 4, but turbidity increased in the galactose group in a time-dependent manner (Fig. 2a). There was no significant difference between the galactose, C646, and TSA groups on Day 1 (Fig. 2a). However, from Days 2–4, opacity increased in the galactose and TSA groups in a time-dependent manner, whereas in C646, opacity was similar to that of Day 1 (Fig. 2a). Next, to observe changes in lens luminance distribution, the lens histogram was calculated on Day 4 (Fig. 2b). This is strongly dependent on the strong turbidity of the cortex, and the brightness of the entire lens is illustrated in a single peak. This analysis also suggested that galactose and TSA increased lens opacity, while C646 decreased lens opacity (Fig. 2b). To investigate concentration-dependent effects of C646, we evaluated its effects at varying concentrations, identifying that turbidity gradually decreased from 10 μM to 40 μM (Fig. 2c). These results indicate that diabetic-like cataract formation is affected by histone acetylation, suggesting that recovery of histone acetylation levels attenuates cataract formation.

**Figure 2:**
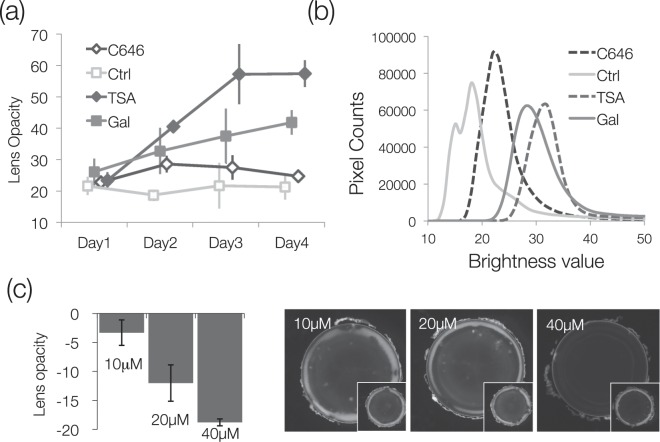
Effects of HAT/HDAC inhibition on lens opacity. (**a**) Changes in lens opacity over time. Opacity, which is a weighted average of lens brightness values, is sensitive to the effects of strong white turbidity in the cortex. C646 and TSA were added to galactose medium. All lenses on each date were removed from different animals (*n* = 3, only galactose is *n* = 9). Galactose-containing medium was used as the Ctrl (right lens). (**b**) A histogram of luminance values is shown to visualize the opacity of the entire lens. The same lens as Day 4 of Fig. 2a was used. (**c**) Concentration-dependent decreases in opacity with C646 treatment. The weighted average values of the left lens (inhibitor condition) to the right lens (galactose-only condition) of the same rat were subtracted. The right picture shows the effect of the C646 HAT inhibitor by concentration. The inset is the Ctrl (right) lens. Data are expressed as mean ± SD.

### Downstream factors controlled by HAT

Our findings suggested that HAT and HDAC might affect cataract formation, so we next sought to determine which downstream mediator(s) may be responsible for the observed effects. 

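The arrays measured RNA from whole rat lenses cultured for 4 days, at which time galactose-treated lenses carry cataracts and lenses in normal medium (Ctrl) do not. The GeneChip Rat Gene 2.0 ST array has probes along each transcript and gives 1 signal per probe set. The lenses behind the comparison of HAT and HDAC inhibition were Ctrl, 30 mM galactose, galactose with the HAT inhibitor C646 and galactose with the HDAC inhibitor TSA. The doses are 40 μM C646 and 0.8 μM TSA in the main text and the legends; the methods section and the sample labels give the same figures in mM. Each condition had 1 array, so there are no replicates, no test between conditions was made, and all values describe these arrays. The number of lenses per array is not given in the sources used here.
The deposited values are signals on a log2 scale for 36685 probe sets. The methods section normalizes the signals of each condition by those of galactose. No other step of the authors for making the arrays comparable is given in the sources used here. The median signal was 3.58 for Ctrl, 3.55 for galactose, 3.54 for C646 and 3.74 for TSA. After the methods section, genes without a name and genes with a highest signal below 5 were left out, which kept 7574 genes, and each array was compared with the galactose array. A difference of 1 on the log2 scale is 2-fold. The median difference over the kept genes was −0.08 for Ctrl, 0.01 for C646 and −0.27 for TSA. Over all genes, without the filter, the TSA median was 0.04, so its sign depends on the filter. After each array was centred on the median of its kept genes, the median differences were 0.03, 0.02 and 0.08. List medians are therefore given relative to the median of all kept genes. The only spread that could be measured was that between probe sets of the same gene in their differences from galactose, over 110 genes. Its SD was 0.34 for Ctrl, 0.17 for C646 and 0.33 for TSA on the log2 scale, and it holds no difference between lenses.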

To comprehensively assess cataract-mediating factors oppositely regulated by HAT and HDAC, we performed a microarray. 

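HATs add acetyl groups to histones and HDACs remove them, and both act on which genes are transcribed. Against galactose, the lens without galactose differed in many genes, the lens with C646 in few, and the lens with TSA in many genes that were mostly lower. Genes at least 2-fold lower numbered 481 on the Ctrl array and 36 on the C646 array, and genes at least 2-fold higher numbered 82 on the TSA array. In the other directions, 312 genes were higher on Ctrl, 20 higher on C646 and 976 lower on TSA. The split between higher and lower on Ctrl and TSA depends on the scaling of the arrays. With each array centred on the median of its kept genes, 396 were higher and 350 lower on Ctrl, and 312 higher and 402 lower on TSA. The C646 counts stayed at 20 and 36. This step by itself moves the split of the kept genes towards even. Over all probe sets, the median signal was higher on Ctrl (3.58) and TSA (3.74) than on galactose (3.55).
The gene furthest below galactose on Ctrl was Tmem140, with a difference of −6.38, followed by the monocarboxylate transporter Slc16a6 (−5.37) and the arrestin-domain gene Arrdc3 (−4.66). The stress transcription factor Atf3 was lower on Ctrl by a difference of −3.39. On the C646 array, the lipocalin Lcn2 (−2.32), the calcineurin regulator Rcan1 (−2.23) and the basement membrane gene Nid2 (−2.06) were lowest against galactose. On the TSA array, the nucleoside transporter Slc29a4 (2.97), the iron hormone Hamp (2.88), the neuronal tubulin Tubb3 (2.65) and Serinc2 (2.62) were highest. Relative to the median of all genes, these 4 TSA differences were 3.25, 3.15, 2.92 and 2.90. Lcn2 was also the lowest gene on TSA, at −4.82, ahead of Anxa1 at −4.72.

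**Figure D1:**
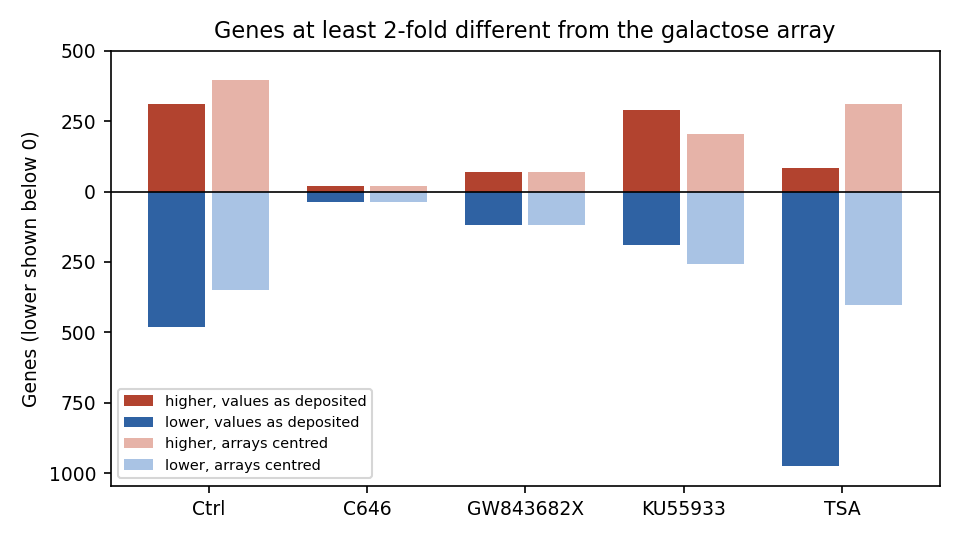
Number of genes at least 2-fold higher (above 0) or lower (below 0) than on the galactose array, for the 5 other arrays. Dark bars are the deposited values, and light bars are each array centred on the median of its kept genes. Centring takes TSA from 82 higher and 976 lower to 312 and 402.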

First, we created a Venn diagram with a group of genes significantly reduced in the Ctrl and HAT inhibitor (C646 40 μM) groups, and a group of genes significantly increased in the HDAC inhibitor group (TSA 0.8 μM) compared with galactose. 

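The genes lower on C646 lay mostly within those lower on Ctrl: 27 of 36 at the 2-fold rule. If the 2 lists were independent, 2.29 shared genes would be expected. Because both arrays were compared with 1 galactose array, arrays that differ by noise alone also share genes. Simulated unchanged arrays, with noise taken from the C646 comparison, shared 0.75 genes on average and 4 at most. Their lists held 7.21 genes on average, against 481 and 36 here, so they do not measure sharing for lists of this size. Part of the excess may come from the shared galactose array, which cannot be split. The 27 genes include the immediate early genes Atf3, Nr4a1 and Zfp36, the cytokine Lif, the stress gene Gadd45g, the thioredoxin inhibitor Txnip and the macrophage marker Cd68. Zfp36 had differences of −2.11 on Ctrl and −1.97 on C646, and Nr4a1 had −2.32 and −1.39. On TSA these genes mostly lay on the same side: 24 of the 27 were below galactose on the TSA array, 21 of them at least 2-fold, and 3 were above it.
The genes lower on Ctrl and at least 2-fold higher on TSA were 6. They were Plk3, the metallothioneins Mt1 and Mt1f, the histone gene Hist1h4b, the polyamine enzyme Odc1 (−1.17 on Ctrl and 1.48 on TSA) and Tubb3. Independent lists would share 5.21, but these lists use 1 galactose array, which moves both differences the same way and makes opposite directions rarer. Simulated unchanged arrays shared 0, but their lists of 7.21 genes on average are too short for this to be a measure. No gene was both at least 2-fold lower on C646 and at least 2-fold higher on TSA, where independent lists would share 0.39. Simulated unchanged arrays shared 0 there as well, with lists as short. At a 1.5-fold rule, 13 genes were lower on Ctrl and higher on TSA, where independent lists would share 69.2 and simulated unchanged arrays shared 0.16 on average. The simulated noise came from C646, whose differences had an SD of 0.30, against 0.65 on Ctrl and 0.62 on TSA. The simulated value is therefore no measure for these lists.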

There were 72 differentially regulated genes common between C646 and Ctrl, but there were five genes common between TSA and Ctrl, and three between TSA and C646. 

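Plk3 encodes a Polo-like kinase that responds to stress and DNA damage, and Loc100362769, which the reference annotation names Mt1f, encodes a metallothionein, a small protein that binds zinc and copper. The signal of Plk3 was 3.47 on Ctrl, 5.06 on galactose, 4.23 on C646 and 6.11 on TSA, so it was above the filter of 5 on the galactose and TSA arrays only. Its difference from galactose was −1.60 on Ctrl (3.03-fold lower) and −0.83 on C646 (1.78-fold lower). Of the 7574 genes, 101 lay below it on Ctrl and 72 on C646. On TSA the difference was 1.04 (2.06-fold higher), or 1.32 relative to the median of all genes, and 70 genes lay above it.
Mt1f was lower by a larger amount on Ctrl, at −2.83, and higher on TSA, at 1.43. On C646 its difference was −0.37, or 1.29-fold, and 618 genes lay below it. The related gene Mt1 had differences of −3.67 on Ctrl, −0.74 on C646 and 1.35 on TSA as the mean of 2 probe sets, which on C646 were −1.11 and −0.36. Metallothionein transcripts are alike in sequence, and the probes of one can pick up signal from another. At the 2-fold rule no gene was in all of the lower Ctrl, lower C646 and higher TSA sets. At a 1.5-fold rule Plk3 and Mt1 were, and independent lists would give 1.96 such genes. The lists are not independent, because all use 1 galactose array. At 1.5-fold, 137 genes were lower on both Ctrl and C646, where 39.4 would be expected. Lower on Ctrl and higher on TSA were 13, where 69.2 would be expected. The value of 1.96 is therefore no chance level, and how many genes chance would give is not known. Simulated unchanged arrays gave 0.02 on average and 1 at most. They have the smaller spread of C646 on every array, so their value is no measure for these lists. The paper looks for mediators of cataract formation downstream of both HAT and HDAC among genes that differ in opposite directions under their inhibitors.

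**Figure D2:**
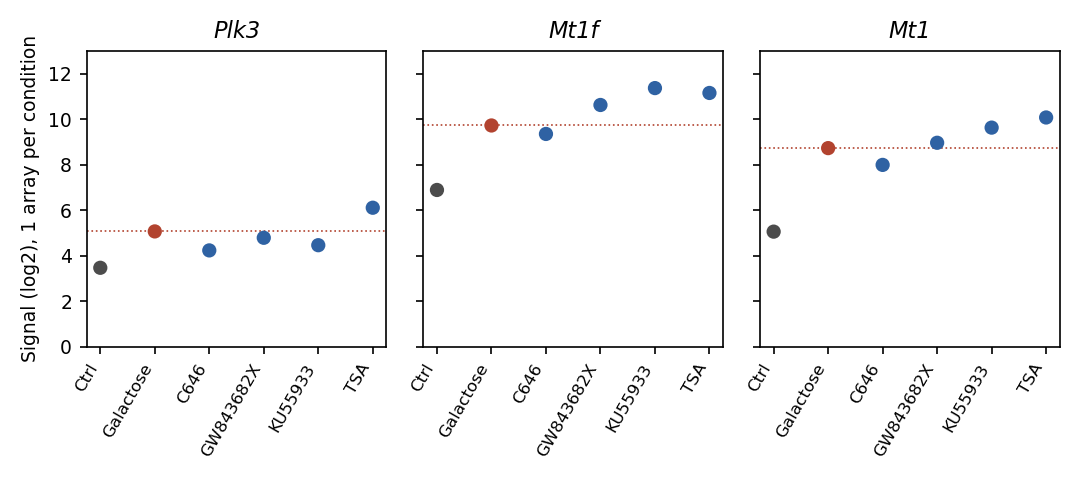
Signal of Plk3, Mt1f and Mt1 on the log2 scale for each condition, 1 array each; the dotted line is the galactose array. Plk3 lies between 3.47 on Ctrl and 6.11 on TSA, and C646 lies below the galactose line in all 3 genes.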

*Plk3* and *Loc100362769* were the only genes that were significantly decreased in C646 and Ctrl, and significantly increased in TSA (Fig. 3). Next, we performed annotation analysis using DAVID (https://david.ncifcrf.gov) to investigate whether the genes related to these two genes were affected by cataract formation. We uploaded the gene group (210) increased in the galactose group relative to the Ctrl group, and extracted the top three clusters with high enrichment scores (Table 2). 

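Some target genes of p53 were above Ctrl on the galactose array, and others were not. Of 17 listed p53 target genes that passed the filter, 5 were at least 2-fold lower on Ctrl and none was higher, where 1.08 lower would be expected from the share among all genes. These were Mdm2 (−2.03), Tp53inp1 (−1.94), Cdkn1a (−1.75), Plk3 and Rrm2b (−1.07). With each array centred, 4 of the 5 remained past 2-fold. Other members lay on the other side, among them Plk2 (0.81) and Phlda3 (0.71). The list as a whole lay near the other genes, with a median of −0.12 relative to all genes, at the percentile 18.5 of random lists of the same size and signal. Of 31 genes of the FoxO pathway, 4 were at least 2-fold lower on Ctrl and 2 were higher, where 1.97 and 1.28 would be expected. That list also lay near the other genes, with a median of −0.03 relative to all genes, at percentile 38.1. The lower ones were Mdm2, Gadd45g (−1.92), Cdkn1a and Plk3, and the transcriptional repressor Bcl6 was higher (1.88). Of 23 apoptosis genes, the executioner caspase Casp6 (−2.18) and the survival gene Bcl2l1 (−1.11) were lower and none was higher, where 1.46 lower would be expected. With each array centred, 1 remained.
Of 7 cell cycle and DNA replication genes that passed the filter, Pcna (−1.33) and Tyms (−1.29) were at least 2-fold lower on Ctrl, and the other 28 on the array were too dim to pass it. Of 19 immediate early genes, 6 were at least 2-fold lower on Ctrl (5 with each array centred), among them Myc (−1.46) and Klf6 (−1.25), and none was higher. Fos (0.22) and Egr1 (0.57) lay slightly above galactose, and the list median was at percentile 8.11.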

Apoptosis and FoxO terms in the top 1 and 3 clusters of this list included *Plk3*.

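Some members of the lists that hold Plk3 lay on the same side of galactose as it on the inhibitor arrays, and others did not. On C646, Plk2 had a difference of −0.84, next to Plk3, while Cdkn1a had −0.21. Gadd45g was below galactose on both inhibitor arrays, with −1.12 on C646 and −1.78 on TSA. Mdm2 was also below galactose on TSA (−1.52), and the death receptor gene Tnfrsf10b was lowest of the p53 targets there (−1.73). Gadd45b, like Plk3, was above galactose on TSA. Of the 31 FoxO pathway genes, 3 were at least 2-fold higher on TSA and 11 lower, or 3 and 6 with each array centred. Among the Polo-like kinases, Plk5 was above galactose on both Ctrl (1.68) and TSA (1.44), and Plk1 and Plk4 did not pass the filter.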

**Figure 3:**
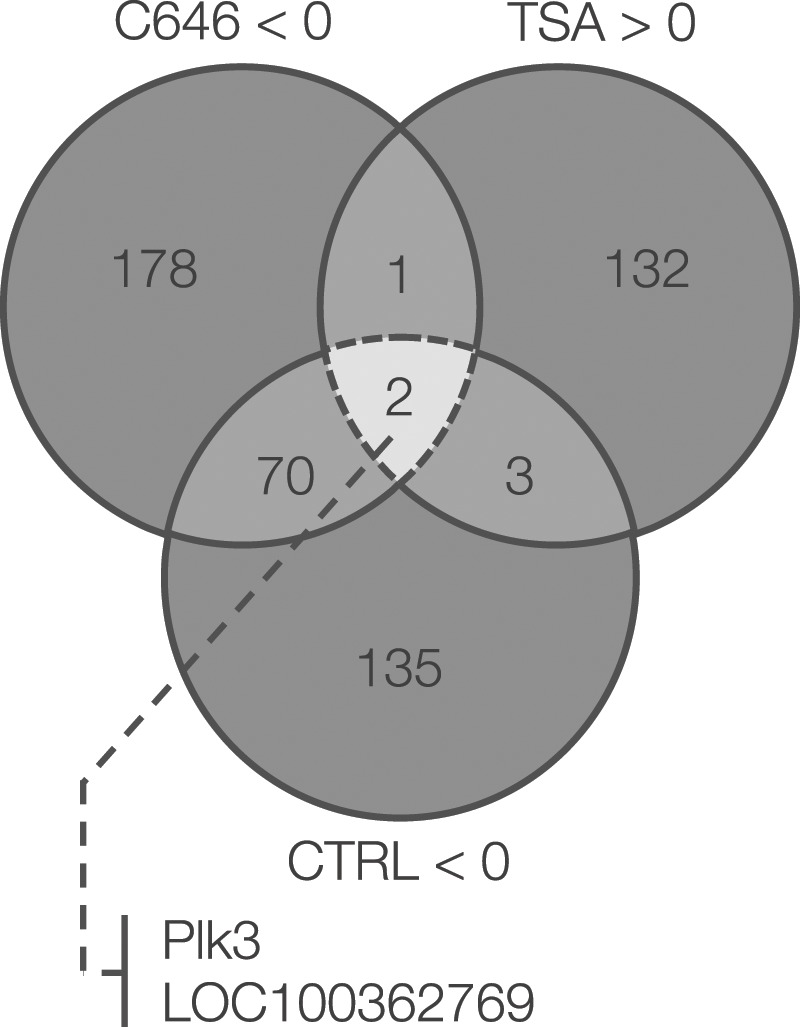
Identification of epigenetically regulated cataract-causing factors by microarray. Venn diagram of fluctuated genes in microarray analysis. C646 and Ctrl show *P < 0.05 and reduced gene clusters compared with galactose. TSA shows *P < 0.05 and an increased gene cluster compared with galactose.

**Table 2:** Annotation Cluster list.

Category	Term	Count	PValue	Fold Enrichment
**Annotation Cluster 1**	**Enrichment Score: 2.28**			
KEGG_PATHWAY	rno04068:FoxO signaling pathway	5	1.15E-03	10.22
KEGG_PATHWAY	rno04115:p53 signaling pathway	4	1.75E-03	15.88
KEGG_PATHWAY	rno04110:Cell cycle	3	7.12E-02	6.56
**Annotation Cluster 2**	**Enrichment Score: 2.09**			
GOTERM_BP_DIRECT	GO:0010628~positive regulation of gene expression	7	1.65E-03	5.42
GOTERM_BP_DIRECT	GO:0042493~response to drug	7	9.17E-03	3.81
GOTERM_BP_DIRECT	GO:0010629~negative regulation of gene expression	4	3.60E-02	5.42
**Annotation Cluster 3**	**Enrichment Score: 1.83**			
GOTERM_BP_DIRECT	GO:0043065~positive regulation of apoptotic process	6	5.93E-03	5.10
UP_KEYWORDS	Apoptosis	5	1.51E-02	5.20
GOTERM_BP_DIRECT	GO:0006915~apoptotic process	5	3.65E-02	3.93

Gene ontology analysis of 210 genes whose expression was significantly increased compared with the control. The top three enrichment scores are shown.

To confirm the microarray results, *Plk3* expression was quantitatively measured by real-time qRT-PCR (Fig. 4a). We measured *Plk3* expression in all four groups from Days 1–4, identifying that *Plk3* expression increased in the galactose group relative to the Ctrl in a time-dependent manner (Fig. 4a). In the C646 group, *Plk3* expression was similar to that of the galactose group on Day 1, but gradually decreased after Day 2 in a time-dependent manner (Fig. 4a). *Plk3* expression was higher in the TSA group than in the galactose group at all time points, but this difference was not statistically significant (Fig. 4a). Furthermore, we compared the turbidity of Ctrl and galactose samples with *Plk3* expression, revealing a monotonically increasing relationship, suggesting that lens turbidity and *Plk3* expression were positively correlated (Fig. 4b). To demonstrate that these phenomena are not *ex vivo* specific, we performed *in vivo* experiments (Fig. 4c). As a result, cataracts induced by galactose-containing diets closely resembled those *ex vivo* and had increased *Plk3* expression (Fig. 4d,e). Taken together, these findings demonstrate that Plk3 is regulated by HAT and HDAC, and is associated with lens turbidity. To determine the causative role of Plk3 in cataract formation, we assessed the effect of Plk3 inhibitor in galactose-induced cataract formation. Cataract formation was decreased by treatment with the Plk3 inhibitor GW843682X (Fig. 5a, left). Plk3 is activated by the DNA damage response factor Atm^32^. Addition of KU55933, an Atm inhibitor, also decreased cataract formation (Fig. 5a, right). Both inhibitors had a similar efficacy to that of C646 (Fig. 5b).

**Figure 4:**
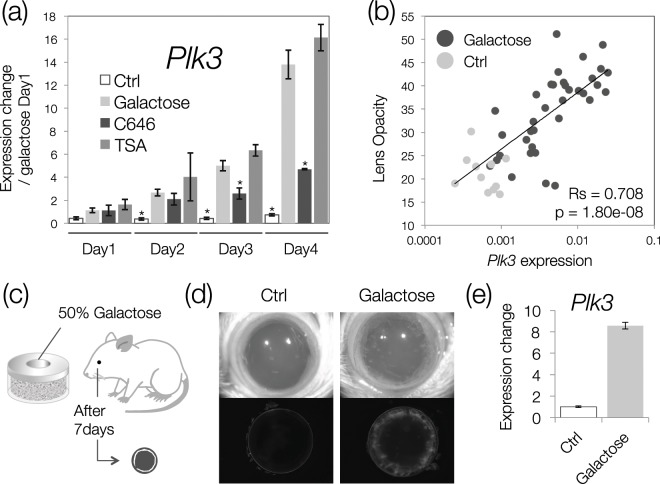
*Plk3* expression correlates with cataract severity. (**a**) *Plk3* mRNA expression over time was measured using real-time qRT-PCR (*n* = 3/group, galactose only *n* = 9). C646 and TSA were added to galactose medium. Data are expressed as mean ± SEM. *P < 0.05 versus galactose only. (**b**) The horizontal axis plots the logarithmic value of *Plk3* expression level, and the vertical axis plots the degree of lens opacity. Each point used galactose and control from Days 1–4. *Rs* and *P* value is cultured Spearman’s rank correlation. mRNA levels were normalized to *Gapdh* expression. (**c**) Diagram of the *in vivo* experiment. (**d**) Photomicrograph of the eye above, and of the lens removed below. (**e**) mRNA expression *in vivo* was measured using real-time qRT-PCR (n = 4).

**Figure 5:**
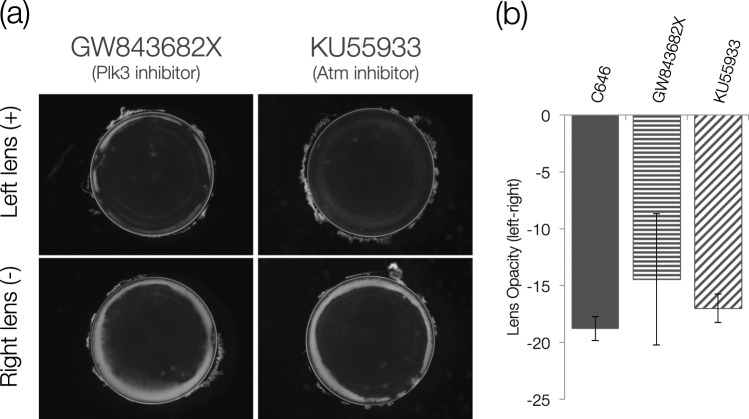
Plk3 and Atm inhibition alleviate galactose-induced cataract formation. (**a**) Representative photomicrographs of Day 4 lenses after inhibitor addition (Plk3 inhibitor GW843682X 1 μM, Atm inhibitor KU55933 10 μM). GW843682X or KU55933 was added to galactose medium. (**b**) Comparison of lens turbidity between inhibitors. The values of the left lens (inhibitor condition) to the right lens (galactose-only condition) from the same rat were subtracted. Data are expressed as mean ± SD.

### Downstream factors controlled by Plk3 and Atm inhibitors

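The second set of arrays asked whether blocking Plk3 or Atm in the galactose-treated lens changes the same genes as blocking HAT. It used the Ctrl, galactose and C646 arrays described above and 2 more, from lenses in galactose with the Plk3 inhibitor GW843682X or the Atm inhibitor KU55933. The doses are 1 μM and 10 μM in the figure legend; the methods section and the sample labels give the same figures in mM. Filter, gene names and comparison with galactose were the same as for the other arrays. The median signal over all probe sets was 3.57 for GW843682X and 3.55 for KU55933. The median difference from galactose over the kept genes was 0.00 for GW843682X and 0.06 for KU55933, and after centring of each array 0.01 and −0.03. The SD between probe sets of the same gene, in their differences from galactose, was 0.32 and 0.36. Every comparison used the single galactose array, so a chance value on that array appears in each of them; distances between arrays other than galactose do not carry it.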

To investigate the relationships between Hat, Plk3, and Atm inhibitors, we performed microarray analysis. 

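Many genes differed from galactose in normal medium and with KU55933, fewer with GW843682X and fewest with C646. A total of 1181 genes differed at least 2-fold from galactose on at least 1 of the Ctrl, C646, GW843682X and KU55933 arrays. Simulated unchanged arrays that share 1 galactose array, with noise taken from the C646 comparison, gave 49.5 on average and 65 at most. The sets held 793 genes for Ctrl, 482 for KU55933, 189 for GW843682X and 56 for C646. On GW843682X, 69 genes were higher and 120 lower. On KU55933, 291 were higher and 191 lower, and with each array centred on its kept genes 205 and 258. That step shifts the same genes by their own median, so the centred counts do not settle the direction of the majority. Over all probe sets, the medians of KU55933 and galactose were both 3.55. By decile of mean signal, the median KU55933 difference ran from 0.11 in decile 5 to −0.12 in decile 10, the brightest. The shift on KU55933 was therefore not the same at all signal levels, and centring by 1 constant does not remove it.
The carbonic anhydrase Car14 was the highest gene against galactose on both GW843682X (2.66) and KU55933 (2.97). The cystine transporter Slc7a11 followed on GW843682X (2.24), and Tmem176a (2.77) and the amino acid transporter Slc1a4 (2.55) on KU55933. The gap junction gene Gja1 was higher on both, at 1.72 and 2.45. The growth factor Ccn2 was among the lowest on both, at −2.86 and −3.12. Lcn2 was the lowest gene on GW843682X (−3.86), and on KU55933 it was above galactose (0.41). The calcium-binding gene Pvalb was the lowest on KU55933 (−3.49). On C646 the highest genes were Gsta1 (3.90), Nqo1 (2.28), Ptgr1 (2.18) and Gstp1 (1.77). Gsta1 had a signal of 2.00 on the galactose array, so its fold rests on a dim value.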

A total of 1201 genes with two-fold or more changes in expression compared to the control (galactose) following treatment with each inhibitor were extracted. 

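Most genes past the 2-fold rule on 1 inhibitor array lay on the same side of galactose on the others. Of 606 genes at least 2-fold different on at least 1 of the C646, GW843682X and KU55933 arrays, 422 (69.6%) lay on the same side of galactose on all 3. For genes picked in this way, simulated unchanged arrays that share 1 galactose array gave 90.0%. Every simulated array had the spread of C646, whose differences had an SD of 0.30, against 0.41 on GW843682X and 0.53 on KU55933. That value is therefore no measure for these 606 genes. The share by itself does not show a common effect of the inhibitors, because the shared galactose array also puts genes on the same side. Genes past 2-fold on both arrays of a pair numbered 28 for C646 and GW843682X, 86 for GW843682X and KU55933, and 23 for C646 and KU55933. Simulated unchanged pairs, with noise taken from the C646 comparison, had 1.48 on average and 5 at most, all in the same direction. The direction was the same in 28, 85 and 22 of the genes counted here, and how much of this comes from the shared array cannot be split. Across genes, which are not independent replicates, the differences correlated with r = 0.61 for GW843682X and KU55933, 0.48 for C646 and GW843682X, and 0.32 for C646 and KU55933. Simulated unchanged arrays gave r = 0.50, with a covariance of 0.0434. That r follows from giving every simulated array the same spread, so it is no reference for arrays of unlike spread. The simulated covariance rests on noise taken from the C646 comparison. The covariances measured were 0.133, 0.0588 and 0.0502.
Some groups of genes differed on more than 1 inhibitor array, and others mainly on 1. Immediate early genes were below galactose on C646 (4 of 19 at least 2-fold) and GW843682X (6 of 19), with medians of −0.42 and −0.62 relative to all genes, but not on KU55933 (0.02). Fos (−1.68) and Egr1 (−1.54) were lower on GW843682X. On KU55933, 8 of 30 genes of the unfolded protein and integrated stress response were higher, among them Slc7a5 (2.26), Trib3 (1.83) and the chaperone Hspa5 (1.47). On GW843682X, 3 of the 30 were higher and 1 lower, where 0.27 higher would be expected. Of 24 genes of cholesterol and fatty acid synthesis, 3 were higher on KU55933: Scd2 (2.25), Srebf1 (1.47) and Srebf2 (1.03). The median of that list relative to all genes was 0.46 on KU55933, −0.03 on C646 and −0.05 on GW843682X. With each array centred, 7 stress response genes were higher and 1 lower on KU55933, and 2 synthesis genes were higher. Of 28 oxidative stress genes, 4 were at least 2-fold higher and 1 lower on both C646 and KU55933, and 2 higher and 1 lower on GW843682X. On C646, KU55933 and GW843682X, 0.07, 1.08 and 0.26 higher would be expected. Their medians relative to all genes were 0.15, −0.07 and −0.05 in that order.

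**Figure D3:**
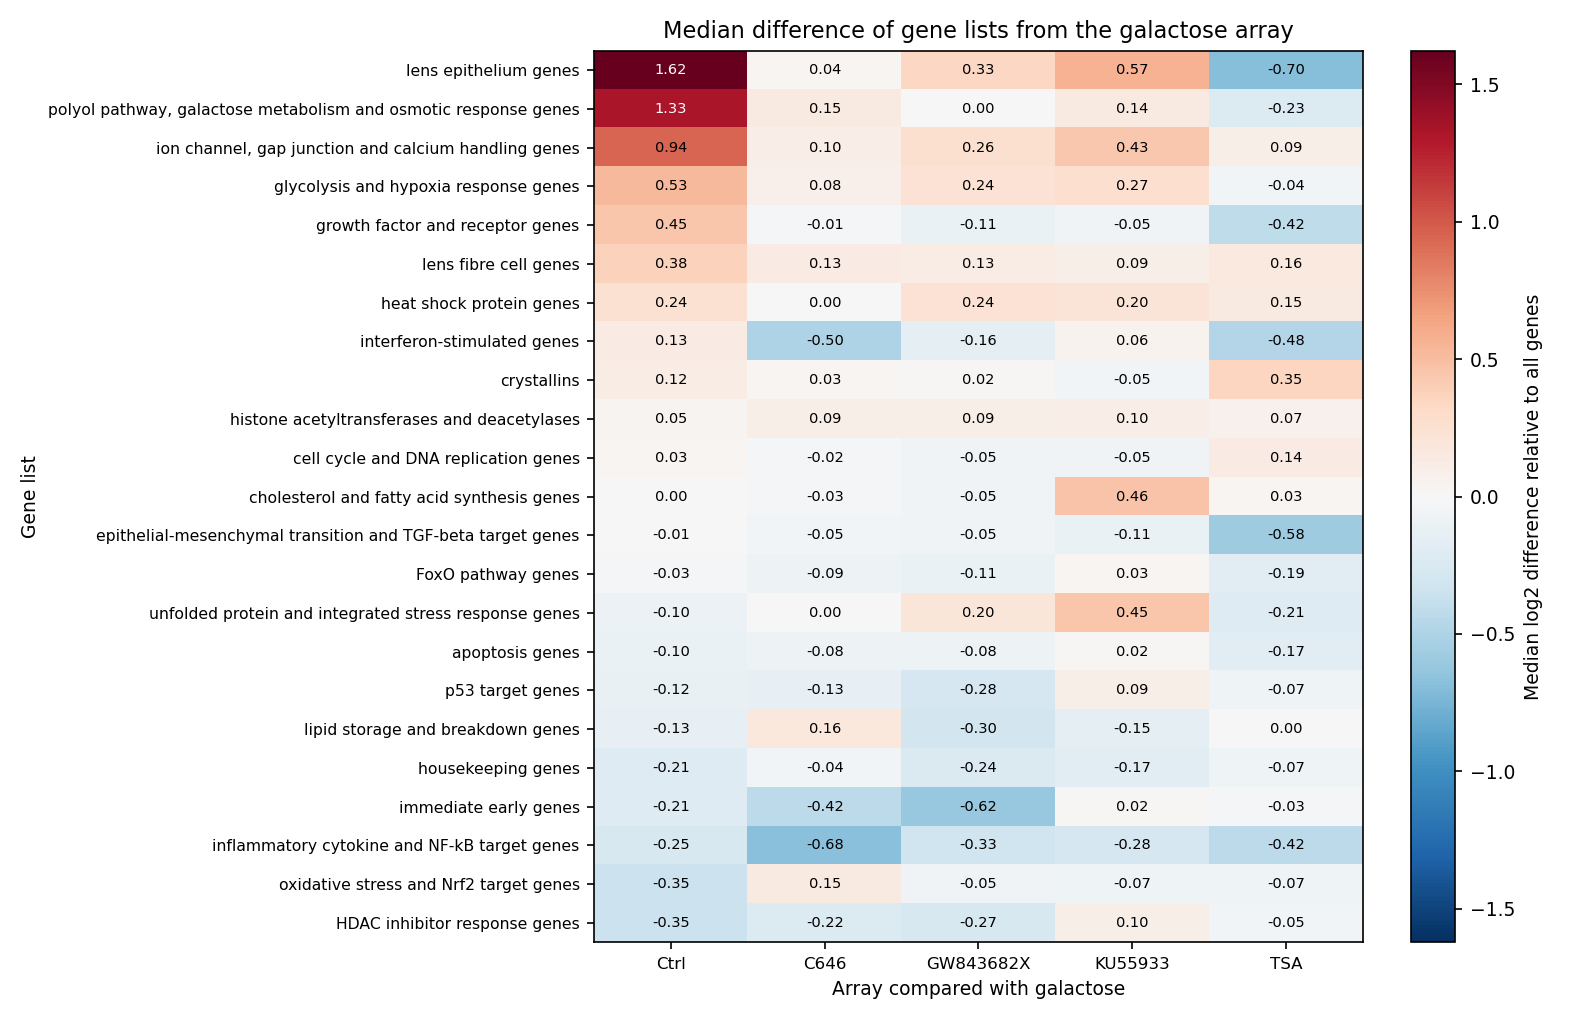
Median log2 difference from the galactose array, relative to the median of all genes, for each gene list with at least 5 genes that pass the filter (rows) on the 5 other arrays (columns). Immediate early genes lie at −0.42 on C646, −0.62 on GW843682X and 0.02 on KU55933.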

The increasing and decreasing patterns of expression in many genes were similar between the three inhibitor treatments (Fig. 6a). 

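Distances were taken between arrays as the root mean square difference of log2 signals over all kept genes, which does not use the galactose array as a reference. Among Ctrl, C646, GW843682X and KU55933, the closest pair was C646 and GW843682X at 0.374, ahead of GW843682X and KU55933 at 0.434 and C646 and KU55933 at 0.520. Ctrl was further from each inhibitor: 0.547 from GW843682X, 0.591 from C646 and 0.654 from KU55933. The closest pair of all 15 was C646 and galactose, at 0.295. GW843682X lay 0.413 and KU55933 0.532 from galactose, and Ctrl 0.656. TSA was 0.665 or more from every other array.
Over the genes of the any-of-4 set, complete-linkage clustering of the differences from galactose joined C646 and GW843682X first, then KU55933 and last Ctrl, at Euclidean heights of 19.5, 29.5 and 40.1. In a principal component analysis of the same genes, the first component held 58.2% of the variance and the second 28.4%. On the first, galactose lay at −16.1, C646 at −8.92, GW843682X at −2.02, KU55933 at −1.87 and Ctrl at 28.9. On the second, KU55933 (19.7) lay apart from GW843682X (3.07), C646 (−7.51) and galactose (−9.27). The receptor gene Pdgfra and the transcription factor gene Foxe3 were above galactose on Ctrl by differences of 2.78 and 2.54.

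**Figure D4:**
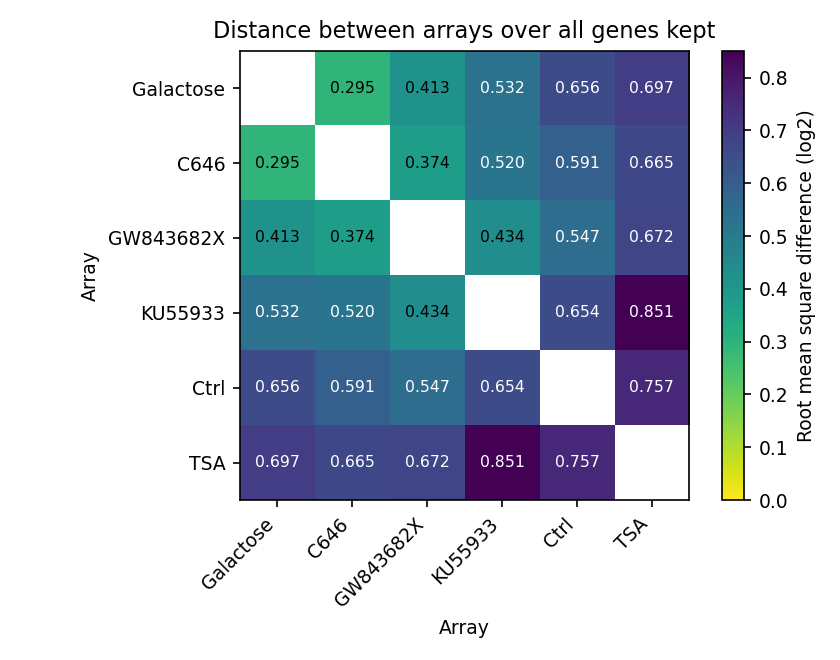
Root mean square difference of log2 signals between each pair of the 6 arrays over the kept genes; darker cells are further apart. C646 and galactose are closest (0.295), and KU55933 and TSA are furthest apart (0.851).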

Cluster and PCA analyses identified high similarity between the genes inhibited by C646 and GW843682X, but the Ctrl was located in the furthest cluster (Fig. 6a,b). Because there was no significant trend in the overall expression pattern, we sought to determine whether the three inhibitors commonly affected the expression of a subset of genes. 

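At the 2-fold rule, 12 genes differed from galactose on Ctrl and on each of the C646, GW843682X and KU55933 arrays, and each of the 12 had the same direction on all 4. Simulated unchanged arrays, with noise taken from the C646 comparison, gave 0.1 such genes on average and 2 at most. Lower than galactose were Arid5b, Efna1, H2ac20, Lif, Marcksl1, Rsad2 and Slc20a1. Higher were C10h17orf58, Gsta1, Gstm2, Slc24a2 and Slc7a11.
Arid5b encodes a DNA-binding protein; its signal was 6.88 on galactose and 5.69, 5.66, 5.46 and 5.49 on Ctrl, C646, GW843682X and KU55933. Lif is a cytokine gene with a signal of 5.75 on galactose and differences of −1.87, −1.38, −1.43 and −1.39 in the same order. The interferon-induced gene Rsad2 had differences of −2.58, −1.64, −1.84 and −1.19. The phosphate transporter Slc20a1 had −2.52, −1.62, −1.05 and −1.84, and the actin-binding gene Marcksl1 had −2.06, −1.08, −1.94 and −1.45. The sodium-calcium exchanger Slc24a2 was higher by 2.05, 1.22, 1.26 and 1.70. Efna1, at −1.01 on Ctrl, was the nearest to the 2-fold limit. Of the 5 higher genes, 4 had signals below the filter of 5 on the galactose array (Gsta1 2.00, Gstm2 2.70, Slc7a11 3.83 and Slc24a2 4.35), so their folds rest on dim values. Among the 7 lower genes, Lif, H2ac20 and Rsad2 had signals below 5 on Ctrl, C646, GW843682X and KU55933, so the size of their folds rests on dim values too. Lif and H2ac20 passed the filter through the galactose array alone.
The inhibitors alone shared 4 more genes that were not past 2-fold on Ctrl: Ccn2, Gab2 and Hspa2, which were lower, and Hyal1, which was higher. Single-array differences were most common, with 575 genes in Ctrl only, 298 in KU55933 only, 40 in GW843682X only and 11 in C646 only. The paper, having found no significant trend in expression as a whole, asked whether the 3 inhibitors affected a subset of genes in common.

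**Figure D5:**
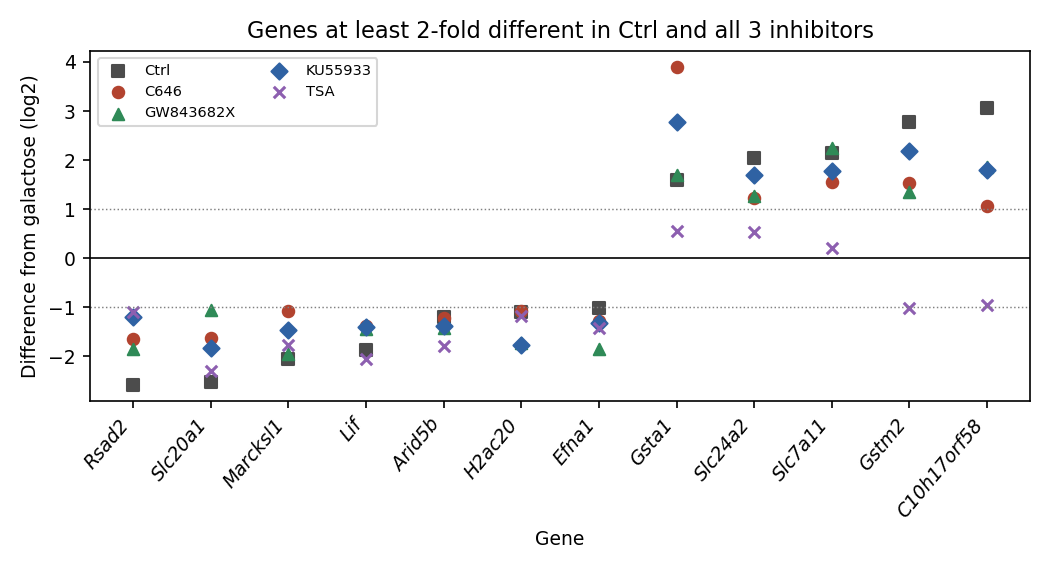
Log2 difference from the galactose array of the 12 genes on the Ctrl, C646, GW843682X, KU55933 and TSA arrays, with dotted lines at 2-fold. The 7 lower genes are below the lower line on TSA as well, and none of the 5 higher genes is above the upper line there.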

When the heat map in Fig. 6a was replaced with a Venn diagram, 12 genes showed variations in expression between the Ctrl group and each of the three inhibitor groups (Fig. 6c). The results of gene cluster analysis were confirmed by real-time qRT-PCR, and six genes with significant differences in expression irrespective of the inhibitor used were extracted (Fig. 6d). *Arid5b*, *Lif*, and *Rsad2* had significant differences in expression, suggesting that these genes are common downstream factors of HAT, Atm, and Plk3.

**Figure 6:**
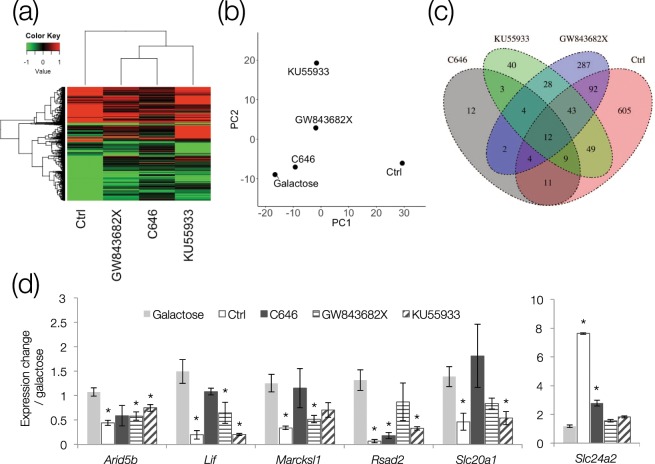
Correlation of HAT, Plk3, and Atm inhibitors. C646, GW843682X, or KU55933 was added to galactose medium. (**a**) Heat map of genes (1201) with more than a 2-fold variation in any one or more treatment group. (**b**) Principal component analysis map of 1201 genes. Proximal points in the plot have high expression profile homology. (**c**) Venn diagram of 1201 genes. In 12 genes that fluctuated more than 2-fold under all conditions, the increasing and decreasing tendencies agreed. (**d**) Real-time qRT-PCR of six genes (five reduced genes and one increased gene) that showed significant expression changes in any sample compared with galactose. mRNA levels measured were normalized to *Gapdh* expression levels. Data are expressed as mean ± SE. *P < 0.05 versus galactose.

## Discussion

In diabetic cataracts, accumulation of sorbitol increases osmotic stress and apoptosis, disrupting lens homeostasis and ultimately leading to cataract formation^4,5^. However, the detailed molecular mechanisms of diabetic cataract remain incompletely understood. In the present study, we report that HAT inhibition alleviated galactose-induced diabetic-like cataract formation, and demonstrated that histone acetylation correlates with cataract formation. Furthermore, microarray analysis identified that *Plk3* was controlled by HAT, and subsequent functional analyses revealed that Plk3 contributed to galactose-induced cataract formation. These findings represent a novel mechanism of epigenetically regulated diabetic cataract formation.

Plk3 is a serine/threonine kinase, and plays a role in cell cycle progression and tumorigenesis^33^. Plk3 is activated by Atm and causes apoptosis via p53 activation^32,33^. Although no prior studies have reported a direct relationship between Plk3 and cataract, exhaustive gene expression analyses of the murine LEGSKO and Mip mutant cataract models revealed that *Plk3* expression was increased in both models compared with WT^34,35^. Also, some reports indirectly support our hypothesis that Plk3 regulated cataract formation. For example, the cataract-inducing factors H_2_O_2_ and UV both activate Plk3^36,37^. UV-induced cataract is attenuated by caffeine, which also inhibits Plk3 via Atm^32,38,39^. In addition, osmotic stress is also a risk factor for cataract formation, and activates Plk3. Further, Wang *et al*. revealed that in human corneal epithelial cells osmotically stressed by excess sorbitol, DNA damage occurs and Plk3 is activated^40^. In diabetic cataracts, osmotic pressure is increased by polyol produced from sugar, and our results demonstrate that Plk3 is up-regulated in the context of galactose-induced diabetic cataract^41^ (Fig. 4a).

Several reports have previously identified that HDAC is activated in age-related and Tgf-β induced cataracts, and that cataract formation is alleviated by HDAC inhibition, unlike in the present study^14,18,19^. However, there are no prior reports of HDAC activity is involved in diabetic or galactose-induced cataract formation. In particular, Tgf-β-induced cataract is caused by multilayered LECs, and the mechanism of cataract formation is fundamentally different^42^. Also, in diabetic retinopathy, histone acetylation is increased, and HDAC activation alleviates the pathology of retinopathy^43^. Therefore, it is possible that ocular histone acetylation increases in diabetes and in ocular diabetic complications. *Plk3* may also be controlled by epigenetics in this context.

The tumor suppressor p53 is a transcription factor that binds p300, inducing apoptosis. p53 overexpression not only up-regulates Plk3, but also activates histone acetylation of the *Plk3* promoter^44^. However, these findings were obtained in cancer cells, so they may not be relevant to the crystalline lens. Therefore, it will be necessary to confirm this effect of p53 in crystalline lens, and determine whether p53 inhibition has a similar functional effect to that of Plk3 inhibition.

We also sought to determine which factors operate downstream of Plk3, and identified several factors including Arid5b, Lif, and Rsad2 (Fig. 6d). Interestingly, these factors are involved in lipid metabolism, which is surprising because there has been no report so far about a link between lipid metabolism and cataract. Arid5b is a regulator of vascular smooth muscle cell differentiation and proliferation^45^. It complexes with the demethylase Phf2 to function as an epigenetic determinant of signal sensing by removing repressive histone methylation marks from to its target promoters^46^. Phf2-overexpressing mice develop steatosis, and *Arid5b* knockout mice are resistant to high fat diet-induced weight gain and obesity^47,48^. Lif induces terminal differentiation of myeloid leukemia cells, and inhibits their growth^49^. It also reduces the activity of lipoprotein lipase, an enzyme responsible for triglyceride degradation, through transcriptional regulation^50^. Administration of Lif dose-dependently increases rat serum triglyceride levels^51^. Rsad2 is found in a wide range of organisms, and inhibits viral replication^52^. Genotype-phenotype correlations in obese mice using ATR-FTIR spectroscopy has shown that Rsad2 is associated with obesity-related diseases^53^. Additionally, *Rsad2* knockdown mice show increased inflammation of adipose tissue caused by decreased antiviral activity, but are immune to the deleterious effects of high fat diet feeding^54^. Thus, inhibition of Arid5b, Lif, and Rsad2 may be effective in reducing diabetes-related disorders, such as the impaired homeostasis of lens epithelial cells. Determining the roles of these three factors in lens opacity will require further investigation.

The present study demonstrated for the first time that Plk3 upregulation through HAT may be involved in the onset of diabetic cataract. This suggests that inhibitors of HAT, Plk3, and Atm are potential therapeutic modalities for diabetic cataract. The future work, we will need to find for regulator of HAT and direct regulator of Plk3.

## Materials and Methods

### *In vivo* and *Ex vivo* assays

Six-week-old male Sprague Dawley rats were purchased from Sankyo Laboratory Service. Rats were euthanized with CO_2_ asphyxiation, and eyeballs were removed. For *Ex vivo* experiments, whole lenses were maintained in 2 ml serum-free M199 medium containing 0.1% BSA^55^. C646 (Wako), TSA (Wako), GW843682X (AdooQ Bioscience), or KU55933 (Chemscene) were added to the culture medium at the final concentrations of 40, 0.8, 1, and 10 mM, respectively. All lenses were maintained at 37 °C in a humidified incubator with 95% room air and 5% CO_2_. Culture medium (Sigma) was renewed every second day throughout the culture period. Lenses were cultured for up to 4 days and photographed using a microscope. For *in vivo* experiments, rats were fed the following diets for 1 week: normal MF powder (Ctrl), and MF powder plus 50% galactose (Galactose). The rats were then anesthetized the rats and their eyes were photographed via a microscope. The experiments were approved by Animal Research Committee, University of Fukui (Application number: 28091), and all experiments were performed in accordance with relevant regulations for Animal Research at University of Fukui.

### Microscopic observation

Images were captured in the dark using a SZX12 stereomicroscope combined with a DP58 camera (Olympus). At this time, the lens was placed in a 35 mm dish containing 7 mL PBS. The degree of opacity was measured as brightness (~0–255) using ImageJ, and a weighted average was calculated.

### RNA extraction, cDNA preparation, and real-time qRT-PCR

After culture, the entire lens was homogenized in TRIzol reagent (Thermo Fisher Scientific) and RNA was extracted according to the manufacturer’s instructions. cDNA was synthesized with a reverse transcription kit (Applied Biosystems). For quantitative analysis of mRNA expression, SYBR Green master mix (Applied Biosystems) was used to amplify the target genes and *Gapdh*.

### Tissue sectioning and staining

After incubation, the lenses were immersed in a formalin-glutaraldehyde (FG) solution at 4 °C for 3 days as described previously^56^. FG solution was exchanged every other day. The lenses were then left in 10% formalin solution for at least 1 day at room temperature.

### Microarray data analysis

All the samples used for microarray were lenses collected at Day 4. We used a GeneChip Rat Gene 2.0 ST Array (Thermo Fisher Scientific) for microarray analysis. We excluded unnamed genes, and genes with a max signal value below 5. Each condition’s signals were normalized by the galactose-treated sample’s signal values. Genes with significant expression changes (p < 0.05) in galactose-treated lenses were used for GO term analysis. GO term analysis was performed in the DAVID database (https://david.ncifcrf.gov). Heat mapping was conducted for genes that varied more than twice as much as galactose-treated samples in any one of the respective conditions.

### Statistical analysis

Dunnett’s t-test was used to determine the difference in averages between Ctrl and experimental groups. P < 0.05 was considered statistically significant. The coefficient correlation was calculated by Spearman’s method. Statistical analyses were performed using R.

## Supplementary information

Dataset1,2

# Supplementary material for: Histone acetyltransferase and Polo-like kinase 3 inhibitors prevent rat galactose-induced cataract
**Source:** Sci Rep. 2019 Dec 27;9:20085. doi: 10.1038/s41598-019-56414-x
**Supplement:** Supplementary file 1 — Dataset1,2

Histone acetyltransferase and Polo-like kinase 3 inhibitors prevent rat galactose-induced cataract

Fumito Kanada¹, Yoshihiro Takamura², Seiji Miyake², Kazuma Kamata¹, Mayumi Inami¹, Masaru Inatani² & Masaya Oki^{1,3}

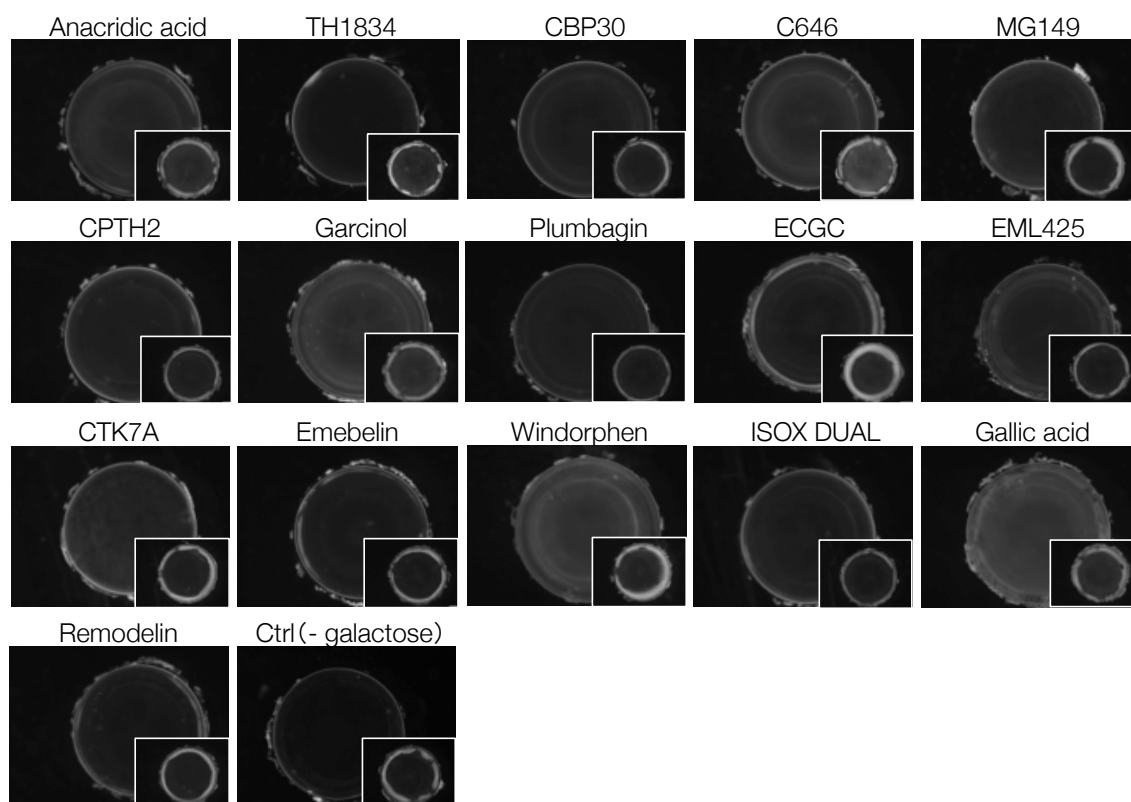

Supplementary Figure 1. HAT inhibitor with a cataract preventive effect . A photomicrograph of a day 4 lens after addition of HAT inhibitors. A small picture on the bottom right shows the right lens of the control.

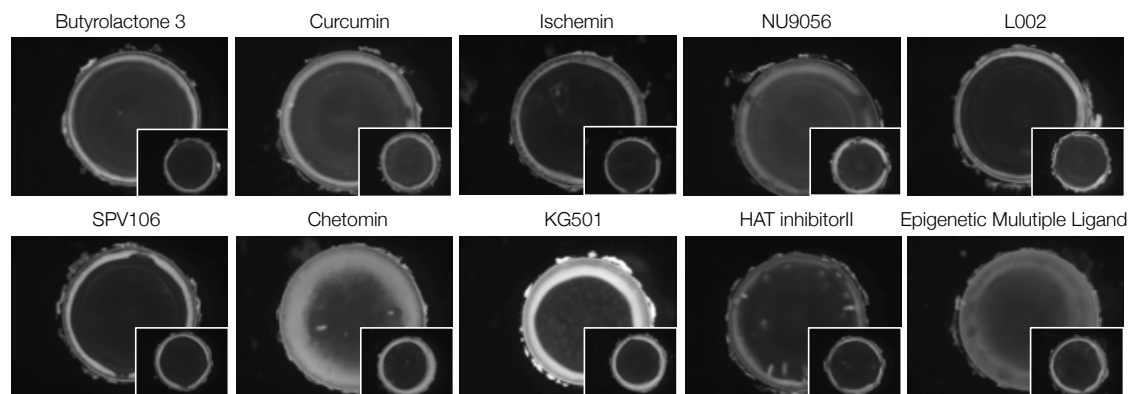

Supplementary Figure 2. HAT inhibitor with no preventive effect. A photomicrograph of a day 4 lens after addition of HAT inhibitors. A small picture on the bottom right shows the right lens of the control.

How the deposited data were processed for this re-analysis (not part of the article)

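RNA from whole rat lenses was measured on 6 GeneChip Rat Gene 2.0 ST arrays, 1 for each of Ctrl, galactose, C646, GW843682X, KU55933 and TSA, all at Day 4. The deposited table holds 1 value per probe set and array. The authors' values were taken as log2 signals. The base is inferred: the values run from 0.00 to 13.9, and read as natural logarithms the highest would lie above the range of a 16-bit scanner. The software, background correction and summarisation behind the values and the step between arrays are not given in the sources used here, and no detection flags were used. The paper divides each condition's signal by that of galactose; the deposited values do not include that step, and it was done here as a difference of log2 signals.

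Of 36685 probe sets, 18511 were annotated to 1 gene, 575 to several genes and 17599 to none. Those with several genes or none counted as unnamed. Gene symbols were brought up to date through Entrez IDs, of which 18394 matched. The log2 values of a gene's probe sets were averaged for the 291 genes with more than 1, giving 18166 genes, and 7574 of them had a signal of at least 5 on at least 1 array. The files name no genome build, so no coordinates are given.

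Each array was compared with the galactose array gene by gene, with a 2-fold rule. No paired analysis was possible because each condition had 1 array, so any pairing of left and right lenses of a rat could not be used. With 1 array per condition, no p-value, SD or SE between conditions could be given, and the number of arrays limits the precision. The spread between probe sets of the same gene in their differences from galactose stood in for measurement noise. Overlaps of lists were set beside the product of the list sizes over the number of genes, and beside 100 simulated sets of unchanged arrays sharing 1 galactose array, with noise taken per decile of signal from the C646 comparison. For each of 29 gene lists, the genes past the limit were counted and the median difference was placed among 10000 random lists of the same size, matched on decile of mean signal. Distances, principal components, complete-linkage clustering and correlations across genes described the likeness of arrays.

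The gene lists, the comparisons, the 2-fold rule, the rule for naming genes and the alternatives were fixed before the data were examined, with the values in the paper's text and figures known. The rule for naming genes covered the genes the paper names, the 10 highest and 10 lowest of each comparison, the genes in all 3 sets of the first overlap, the all-4 genes, and up to 4 members of each list in the comparison described. Not every gene under the rule is printed. Named outside that rule, after their values were seen, are Gab2, Gadd45b, Hspa2, Hyal1 and Odc1, together with genes such as Rrm2b, Phlda3, Klf6, Akr1b1, Sord, Galt, Hist1h4b and Lcn2 in comparisons other than the one for which the rule picked them.

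The alternatives were arrays centred on their median, quantile normalization, no filter on dim genes, a filter at 6, every probe set whether named or not, the probe set with the highest mean signal for each gene, a 1.5-fold rule, the 210 genes with the largest change, a mixed rule of 2-fold in Ctrl and 1.5-fold in C646 and TSA, and distances over the any-of-4 genes. Centring used the median of the kept genes of each array. The code was tested on simulated data in which 200 of 7574 genes were given 4-fold changes with a noise SD of 0.15. Of these, 100% were recovered, and 0 other genes were called. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used. The annotation clustering in DAVID was not repeated, and the qRT-PCR values, lens turbidity and protein data were not analysed here.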

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

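The limit that selected the groups below, a place at the extreme end of the random lists with at least 5 members past 2-fold in that direction, was chosen after the values were seen. Each concerns a gene group as a whole, although the paper discusses single members such as Keap1 and Ogg1, and each is a description of single arrays. Medians are relative to the median of all genes.

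Lens epithelium genes had lower signals with galactose than in normal medium. Of 17 such genes, 12 were at least 2-fold above galactose on Ctrl and none was below, with a median of 1.62 and a percentile of 100. The highest were Pdgfra, the homeobox regulator Mab21l1 (2.60), Foxe3 and the basement membrane collagen Col4a1 (2.36). On KU55933 the same list lay part of the way towards Ctrl, with a median of 0.57 and 5 genes higher (4 with each array centred), among them Gja1, Tfap2a (1.58), Cdh1 (1.48) and Sox2 (1.35). On GW843682X its median was 0.33 with 2 genes higher, and on C646 0.04 with none. On TSA it lay on the other side of galactose, with a median of −0.70 and 8 genes lower (6 centred): Wls (−2.35), Cdh1 (−2.12), Pax6 (−1.65) and Mab21l1 (−1.57) were furthest below galactose. Because TSA and KU55933 lie on opposite sides of the same galactose array, no single chance value of that array gives both. Of 17 markers of the ciliary body, iris and pigment cells, tissue that lies next to the lens, 13 were too dim to pass the filter. The dim ones include Tyrp1, Dct, Pmel and Myh11. The 4 that passed differed in the same directions: 3 were at least 2-fold higher on Ctrl (Des 2.41, Car14 1.57, Cp 1.45) with a median of 1.60. On KU55933 2 were higher (1 centred) and on TSA 2 were lower (1 centred). Whether the epithelial signal reflects cell number, cell state or tissue taken with the lens was not tested.

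Osmolyte and water transporters led the next group. Of 15 genes of the polyol pathway, galactose metabolism and osmotic response, 8 were at least 2-fold higher on Ctrl and none was lower, with a median of 1.33 and a percentile of 100. The enzyme genes Akr1b1 (0.02) and Sord (0.13) hardly differed, and Galt (−0.82) lay below galactose. The inositol transporter Slc5a3 (3.67, from a dim signal on galactose), the taurine transporter Slc6a6 (3.33), the water channel Aqp1 (2.89) and the amino acid transporter Slc38a2 (2.04) led. The list median was 0.15 on C646 and 0.00 on GW843682X with no gene past 2-fold, 0.14 on KU55933 with 3 higher (1 centred), and −0.23 on TSA with 4 lower (with each array centred, 1 higher and 2 lower).

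The genes of glycolysis and the hypoxia response had a median of 0.53 on Ctrl at percentile 100, with 9 of 21 higher (10 centred), led by Car9 (2.14), Slc16a3 (1.88) and P4ha1 (1.71). Txnip, which high sugar induces, was lower on Ctrl (−2.41). Genes for ion channels, gap junctions and calcium handling had a median of 0.94 at percentile 100, with 7 of 15 higher, among them Gja1 (1.99) and Trpm3 (1.70). Growth factor and receptor genes had a median of 0.45 at percentile 99.9, with 5 of 18 higher and 1 lower; Spry1 (1.79) was higher and Etv5 (−1.27) lower.

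The oxidative stress genes were higher with galactose by their median, though not all of them: it was −0.35 on Ctrl at percentile 0.02, with 5 of 28 lower and 2 higher. The metallothioneins Mt1 and Mt2A (−1.94) were lower, and the cystine transporter Slc7a11 was higher (2.14).

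On GW843682X, the median of the immediate early genes was −0.62 at percentile 0, with 6 of 19 lower and none higher. On KU55933, the unfolded protein and integrated stress response genes had a median of 0.45 at percentile 100, with 8 of 30 higher and none lower (7 and 1 centred).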

How the results depend on the processing

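All alternatives in this part were fixed in advance, and the counts below are genes at least 2-fold higher and lower than galactose unless another rule is named.

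With every probe set, named or not, more features could pass, and the counts were 532 and 723 for Ctrl, 98 and 123 for C646, 221 and 331 for GW843682X and 507 and 571 for KU55933, with 486 higher for TSA. The overlaps were 52 (lower on Ctrl and C646), 15 (lower on Ctrl, higher on TSA), 8 (lower on C646, higher on TSA) and 1 (all 3, Mt1). The any-of-4 and all-4 sets held 2334 and 26.

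At 1.5-fold, a lower limit, the counts were 809 and 1387 for Ctrl, 151 and 215 for C646, 443 and 574 for GW843682X, 1035 and 748 for KU55933, and 378 and 2326 for TSA. The overlaps were 137, 13, 6 and 2 in the same order, and the any-of-4 and all-4 sets held 3582 and 85. With 2-fold in Ctrl and 1.5-fold in C646 and TSA, the first overlap was 89, that of C646 and TSA 6 and that of all 3 2. With the 210 genes with the largest change, these were 59, 4 and 2. Under each of these 3 rules the genes in all 3 sets were Plk3 and Mt1.

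Without the filter on dim genes, which adds genes, the counts were 68 and 81 for C646 and 147 and 187 for GW843682X, with 308 higher for TSA. With a filter at 6, which removes them, 12 were higher for C646 and 39 for TSA. Arrays centred on their median gave 312 and 402 for TSA, and quantile normalization gave 159 higher; both raise the TSA differences. Centring also took the Plk3 difference on TSA to 1.40. The other Plk3 differences on Ctrl, C646 and TSA moved by less than the SD between probe sets under centring and quantile normalization. Plk3 has 1 probe set, so the filters and the choice of probe set could not change its values and do not test them.

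Over the any-of-4 genes, which were picked for their differences, the distances were larger: 0.568 for C646 and GW843682X, 0.663 for GW843682X and KU55933, 0.858 for C646 and KU55933, 1.13, 1.01 and 1.17 for Ctrl to C646, GW843682X and KU55933, and 0.480 for galactose and C646. Under each of the 7 alternatives for which distances were taken, C646 and GW843682X were the closest pair of the 4 arrays and Ctrl had the highest mean distance.

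The all-4 set had 10 of its 12 genes under centring, where Atf3 and Cd68 took the places of Efna1 and H2ac20. It had 11 with quantile normalization and 8 with the filter at 6. Of the list medians recomputed, 604 moved by less than that SD, 62 by more, and 4 at the far ends of the random lists changed sign, each without the filter on dim genes, which brings in dim members. Of the 62, none of which counts among these 4, 20 also changed sign, 13 of them on TSA under centring, which raises every TSA difference. A further 37 medians changed sign within the SD. That SD is between single probe sets of a gene, so it is a wide limit for the median of a list. A move below it does not show that a list median is stable. The 4 were epithelial-mesenchymal transition genes on TSA (0.10), growth factor and receptor genes on TSA (0.081), and immune cell markers on GW843682X (0.14) and TSA (0.20). Dim genes limit what can be read: near the floor of the signal, a fold difference is compressed or rests on background.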

Differences from the paper's values

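The paper selected the genes of Fig. 3 at a P below 0.05 and its text does not name a test for single arrays, so the limits of the first 4 values differ from the 2-fold rule used here. The interchange of array names below was chosen after seeing the values.

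The paper gives 210 genes higher with galactose than in Ctrl; the value here is 481 at 2-fold. None of the alternatives set before the data were examined comes within 1.5 times of the paper's value: 350 with arrays centred on their median, 417 with quantile normalization, 594 without the filter, 343 with the filter at 6, 723 with every probe set, 487 with the brightest probe set and 1387 at 1.5-fold.

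For genes lower on both Ctrl and C646, the paper gives 72 and the value here is 27. Every probe set (52), the 210 genes with the largest change (59) and the mixed rule of 2-fold in Ctrl and 1.5-fold in C646 and TSA (89) come within 1.5 times of it. Centring (23), quantile normalization (25), no filter (36), the filter at 6 (20), the brightest probe set (27) and the 1.5-fold rule (137) do not.

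For genes lower on C646 and higher on TSA, the paper gives 3 and the value here is 0. The 210 genes with the largest change give 4, within 1.5 times. Centring, quantile normalization, no filter, the filter at 6 and the brightest probe set give 0, every probe set 8, and the 1.5-fold and mixed rules 6.

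For genes in all 3 sets, the paper gives 2 and the value here is 0. The 1.5-fold rule, the 210 genes with the largest change and the mixed rule each give 2. Every probe set gives 1, and centring, quantile normalization, no filter, the filter at 6 and the brightest probe set give 0. The paper names the 2 genes as Plk3 and Loc100362769. Plk3 is in the set under the 3 rules that give 2, but the second gene there is Mt1. Loc100362769 (Mt1f) has the paper's direction on all 3 arrays, and its difference of −0.37 on C646 put it in the set under no setting run.

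In Fig. 6c, read by eye, the set of genes changed 2-fold held about 470 genes for GW843682X; the value here is 189. It held about 190 for KU55933; the value here is 482. For GW843682X, no filter (334) and every probe set (552) come within 1.5 times of the figure. Centring (189), quantile normalization (177), the filter at 6 (138), the brightest probe set (193) and the 1.5-fold rule (1017) do not. For KU55933 none does: 463, 457, 651, 391, 1078, 489 and 1783 for centring, quantile normalization, no filter, the filter at 6, every probe set, the brightest probe set and 1.5-fold. With the names of the 2 arrays interchanged, chosen after seeing the values, the sets hold 482 and 189, within 1.5 times of the figure.

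The rank of the sets in Fig. 6c places GW843682X above KU55933, and here KU55933 is above GW843682X. The paper's closest pair, C646 and GW843682X, its furthest array, Ctrl, its number of shared genes, 12, and their common direction are the same here. Its text does not list all 12 genes, and Arid5b, Lif and Rsad2, which it names from its qRT-PCR, are among those found here.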

Other observations

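The tests of explanations in this part, 7 in all, were chosen only after the results they concern were seen.

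The sets of genes changed 2-fold differ between Fig. 6c and the arrays for GW843682X and KU55933. Over the 15 regions of the diagram, the absolute differences from the counts here sum to 636 with the names as deposited and to 52 with the names of GW843682X and KU55933 interchanged. This is consistent with the names having been interchanged between the diagram and the deposited arrays. An interchange in the deposit alone is argued against by the principal component plot: the points of the 2 arrays lie 1.07 from the points of the same name in Fig. 6b on average and 16.3 from those of the other name. Scaling, filter or probe set choice is also argued against as the cause, since the KU55933 set was larger than the GW843682X set under every setting run, by a ratio of 1.75 at the lowest (2.55 in the values reported). Which of the names is right cannot be read from the arrays. The statements about GW843682X and KU55933 alone rest on the deposited names.

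On TSA, 976 genes were at least 2-fold lower and 82 higher. A single scaling factor of the TSA array would shift each decile of mean signal alike, but the medians of the deciles ran from −0.38 in the seventh to −0.15 in the second, a range of 0.23 beside a largest standard error of 0.03. A difference in the signal distributions of the arrays is argued against as the whole cause by quantile normalization, which leaves 4.79 lower genes per higher gene. Centring the arrays on their kept genes adds 1 constant to every TSA difference and brings the numbers to 402 lower and 312 higher. The step itself moves these genes towards balance, so the centred counts are no evidence for a scaling factor. Over all probe sets, the median signal was higher on TSA (3.74) than on galactose (3.55). A scaling factor as part of the cause stays open. A scaling factor together with compression at both ends of the signal, RNA quality and an effect of HDAC inhibition on many genes stay open, and no test here separates them. Of 7 genes listed as raised by HDAC inhibitors, Tubb3 alone was at least 2-fold higher on TSA and none was lower, with a list median of −0.05 relative to all genes. Of 22 HAT and HDAC genes, none differed 2-fold on TSA.

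The 12 genes shared by Ctrl and the 3 inhibitors were all chosen against 1 galactose array. A chance value there would also appear on TSA, which did not choose them. The 7 lower genes had a median of −1.49 on TSA relative to all genes, beyond the median of their smallest differences on the other 4 arrays, −1.08. This is consistent with a high value of the galactose array in these genes, and equally with TSA lowering them, so a response of Arid5b, Lif, Marcksl1, Rsad2 or Slc20a1 to each inhibitor remains open on these arrays. Apart from the arrays, the paper measured genes of this set by qRT-PCR, which was not analysed here. It reports significant differences from galactose whichever inhibitor was used, for 5 reduced genes and 1 increased gene. Its text names Arid5b, Lif and Rsad2 and does not name the increased gene. Simulated unchanged arrays gave 0.1 genes past 2-fold on all 4 on average and 2 at most, fewer than the 12 found. Their noise came from the C646 comparison and was the same for all genes of a decile, so a gene that varies more than its decile is not covered, and a simulated bound of this kind does not exclude a chance value. The 5 higher genes had a median of 0.49 on TSA, below their smallest differences (median 1.35) with a spread (SD) of 0.79. Because Gsta1, Gstm2, Slc24a2 and Slc7a11 have dim signals on galactose, this value decides nothing. From the arrays alone, apart from the qRT-PCR, a chance value of the galactose array stays open for these 4. C10h17orf58, which is not dim, lay below galactose on TSA (−0.94), where a low value of the galactose array alone would put it above.

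For further groups, medians are relative to all genes and values of single genes are differences from galactose. On C646, inflammatory cytokine and NF-kB target genes had a median of −0.68 at percentile 0 (8 genes; Lif, Ccl2 −0.96 and Icam1 −0.88 lowest; −0.25 on Ctrl, −0.33 on GW843682X, −0.28 on KU55933 and −0.42 on TSA, so the shared galactose array is not ruled out), and interferon-stimulated genes −0.50 at percentile 0.02 (9 genes; Rsad2, Cmpk2 −0.84 and Gbp2 −0.71). On TSA, epithelial-mesenchymal transition and TGF-beta target genes had a median of −0.58 (10 genes; Tagln −3.18 and Ccn2 −2.37). Without the filter on dim genes, that list had a plain median of 0.10. The 11 crystallins had a plain median of 0.08 on TSA, or 0.35 relative to all genes; several have signals near the highest on the arrays, where differences can be compressed. The 16 lens fibre cell genes had a median of 0.38 on Ctrl, and the crystallins 0.12 there. Heat shock protein genes lay at 0.24 on both Ctrl and GW843682X (16 genes), lipid storage and breakdown genes at −0.30 on GW843682X (13 genes), and housekeeping genes at −0.21 on Ctrl, −0.04 on C646, −0.24 on GW843682X, −0.17 on KU55933 and −0.07 on TSA (12 genes).

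Markers of other tissues were mostly dim. None of 15 retina markers or of 10 blood and vessel markers passed the filter, and their highest signals were 4.98 and 4.50. Of the immune cell markers 3 passed, with a median of −1.01 on C646 relative to all genes. Lyz2 was above galactose on Ctrl (1.27) and below it on TSA (−1.58), Cd163 lay within 2-fold on every array, and Cd68 was below galactose on all 5 arrays (−1.76 on Ctrl, −1.81 on GW843682X, −0.92 on KU55933 and −1.40 on TSA, with C646 the lowest), which the shared galactose array may also give. Atm, the target of KU55933, had a signal of 3.67 on galactose and did not pass the filter on any array.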
